A study of Mus musculus with 12 samples.

How the data were processed

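Primary mammary epithelial organoids of the mouse strain FVB/N were grown in Matrigel for 7 days with dimethyl sulfoxide (DMSO, the vehicle) or with CHIR99021 at 1, 1.5 or 3 µM. CHIR99021 inhibits the kinase GSK3 and was added to activate WNT signalling through β-catenin (CTNNB1). Per the labels, each of 3 cultures came from its own animal and received all 4 treatments, which gives 12 libraries and 3 per group. The cultures are called replicates 1, 2 and 3. Polyadenylated RNA was made into stranded TruSeq libraries and sequenced on an Illumina HiSeq instrument, per the labels' protocols.

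The authors deposited a table of raw read counts per Ensembl gene and a table of log2 values. The aligner, the counting program, whether counting used the strand, the genome build and the annotation release are not stated in the labels or the file headers. The deposited counts are whole numbers for 25210 genes, and 0 of these genes had no count in all 12 libraries. The deposited log2 values equal log2 of the count scaled to a library total of 10 M reads (M, mega) plus 1, and 0 of the values differed when this was recomputed from the counts. The log2 table therefore adds nothing to the counts, and all tests used the counts. Per-sample columns that could not be assigned to a sample numbered 0. Of the 25210 gene identifiers, 24902 are in GENCODE release M21 (GRCm38), with 99.996% of these on the same chromosome, 79.3% with the same start and 95.3% with a start within 1000 bp. Coordinates below are those of the deposited table and belong to that assembly as far as this comparison shows. Gene overlaps were taken from GENCODE M21.

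Library totals ran from 10.1 to 24.5 M counts. No molecular identifiers are described, so any bound set by counts covers counting error only. Pairs of replicates within a group differed by far more than sampling noise, with a chi-square per degree of freedom of at least 13.8, so no library was treated as a copy of another.

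Genes were kept with edgeR's filterByExpr on the 4 groups, which left 15316 genes. Counts were scaled by the trimmed mean of M values (TMM). Each comparison was a contrast in a quasi-likelihood model (edgeR 4.0.16, R 4.3.3, glmQLFit with robust estimation and glmQLFTest, two-sided) with a mean per group and a common estimate of spread over all 12 libraries. P-values were adjusted by the method of Benjamini and Hochberg over the genes tested, with a threshold of 0.05. Counts per M counts (CPM) use the TMM-scaled library size and are given as mean ± SD over 3 libraries. A dose trend was fitted as a slope per µM with DMSO at 0. Differences between cultures were tested in a model with group and replicate, and differences in slope in a model with replicate, dose and their product.

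The replicate numbers pair the libraries, because each number is an animal. Deviations from the group means correlated positively in all 18 pairs of libraries with the same number, from 0.177 to 0.840 (median 0.505). The median was −0.212 in 36 pairs with different numbers from different groups. Deviations sum to 0 within a group, so positive pairs of the same number force this value to be negative. It is no separate evidence of pairing. The model without a replicate term was fixed before the data were examined, since no model is stated in the labels. The model with the replicate number as a block was fixed as its alternative. The common biological coefficient of variation was 0.305 without and 0.156 with the block. The block's value is printed beside a result where it changed a call or moved a count by more than 1.5 times.

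The 8 gene lists, fixed before the data were examined, cover WNT feedback targets, basal or myoepithelial, luminal hormone-sensing, luminal alveolar or milk, proliferation, squamous differentiation, fibroblast and immune genes. They were tested at each dose with camera (limma 3.58.1, preset inter-gene correlation 0.01) on log2 CPM with a prior count of 2, adjusted over 24 tests, and with fry and camera with an estimated correlation. Of the WNT list, Sp5 and Dkk4 had at most 2 counts in any library and were not tested, and neither was Glycam1 of the milk list. Lists of fibroblast, macrophage, endothelial and epithelial genes were added after the fixed lists had been looked at in every library and before the values of the added genes were examined, apart from Csf1r, which had been seen among the called genes. Lists of 6 contractile and 4 basal genes were drawn from the fixed basal list after its values had been seen. These added lists are used only in the closing section. Also added after the first results were 16 tests of the fixed lists between neighbouring doses.

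The genes named were chosen by a rule fixed before the data were examined. For 3 µM against DMSO these are the 5 largest increases and the 5 largest decreases among called genes that changed in one direction in all 3 cultures and averaged at least 50 counts. For 1 and 1.5 µM against DMSO and for 3 against 1 µM, 3 in each direction were taken, and for the culture tests the 3 genes with the lowest p and at least 50 counts on average. This left 7432, 35, 3699 and 6797 genes to choose from at 3, 1 and 1.5 µM against DMSO and at 3 against 1 µM. All WNT feedback targets are also named. Where every library of a group had at most 3 counts of a gene, the fold change is given as a lower bound computed with 3 counts in that group's libraries.

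The scripts were tested on simulated counts for the 15316 genes, with the means, spreads and library sizes of the real data and 200 changed genes in each table. The spreads were those of the model without the block, and no effect of culture was simulated. The shares found therefore do not measure the power of the block, culture or slope tests on paired libraries. Without the block, 144 of 195 tested changed genes (73.8%) were called in the comparison of 3 µM with DMSO, and 11 calls (7.10%) were false. The block gave 138 of 195 (70.8%), the dose trend 156 of 195 (80.0%), the culture test 140 of 197 (71.1%) and the slope test 45 of 197 (22.8%). DESeq2 called 171 of 199 (85.9%) with 51 false calls. A raised list of 12 genes was called in 20 of 20 simulated tables and 0 of 460 tests of other lists were called. The simulated genes were independent of each other, so this does not measure camera's false calls where genes vary together.

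Alternatives were size factors by relative log expression (RLE), library size only, no filter on low counts, at least 10 counts in every library, DESeq2 (version 1.42.0) with and without its independent filtering, the replicate block, only the libraries of the 2 groups compared, other dose scales, fry, an estimated correlation, a prior count of 0.5 and leaving out each library or culture. Alternatives chosen after seeing the data were a correction for GC content and gene length (values for 99.5% of tested genes), the same with the replicate block, thinning every library to 10.1 M counts, and the gene lists with library size only. Chance values for comparisons that share the DMSO libraries came from 20 simulated tables of unchanged groups.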

Results

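The transcriptome of mouse mammary organoids was measured after 7 days with DMSO or with CHIR99021 at 1, 1.5 or 3 µM, in 3 cultures from 3 animals. CHIR99021 raises WNT/CTNNB1 activity by blocking GSK3, the kinase that marks β-catenin for degradation. The design asks how gene expression changes as this pathway is driven harder. Total counts were 16.7 ± 5.95 M (mega-counts) in DMSO, 18.1 ± 1.39 M at 1 µM, 18.5 ± 5.24 M at 1.5 µM and 16.3 ± 1.98 M at 3 µM (SD, n = 3). The smallest library was DMSO replicate 2 with 10.1 M counts and the largest was replicate 2 at 1.5 µM with 24.5 M. The 10 most abundant genes held 9.05 ± 0.696% of counts in DMSO and 8.62 ± 1.43% at 3 µM. The share was lower at the doses between, with 7.78 ± 0.398% at 1 µM and 6.86 ± 0.448% at 1.5 µM. The gene with most counts over all libraries was the lincRNA Yam1, with 1.27%. Keratin genes (43 in the table) held 0.465 ± 0.169% of counts in DMSO, 0.659 ± 0.110% at 1 µM, 1.33 ± 0.186% at 1.5 µM and 5.24 ± 2.20% at 3 µM, where replicate 3 had 2.70% and replicate 1 had 6.62%.

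The first principal component of log2 CPM held 66.3% of the variance and ordered the libraries by dose within each culture. In culture 1 it rose from −61.5 in DMSO to 138.7 at 3 µM, in culture 2 from −104.4 to 120.1 and in culture 3 from −109.4 to 85.6. The second component held 14.4% and placed all 4 libraries of culture 3 above those of cultures 1 and 2.

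**Figure D1:**
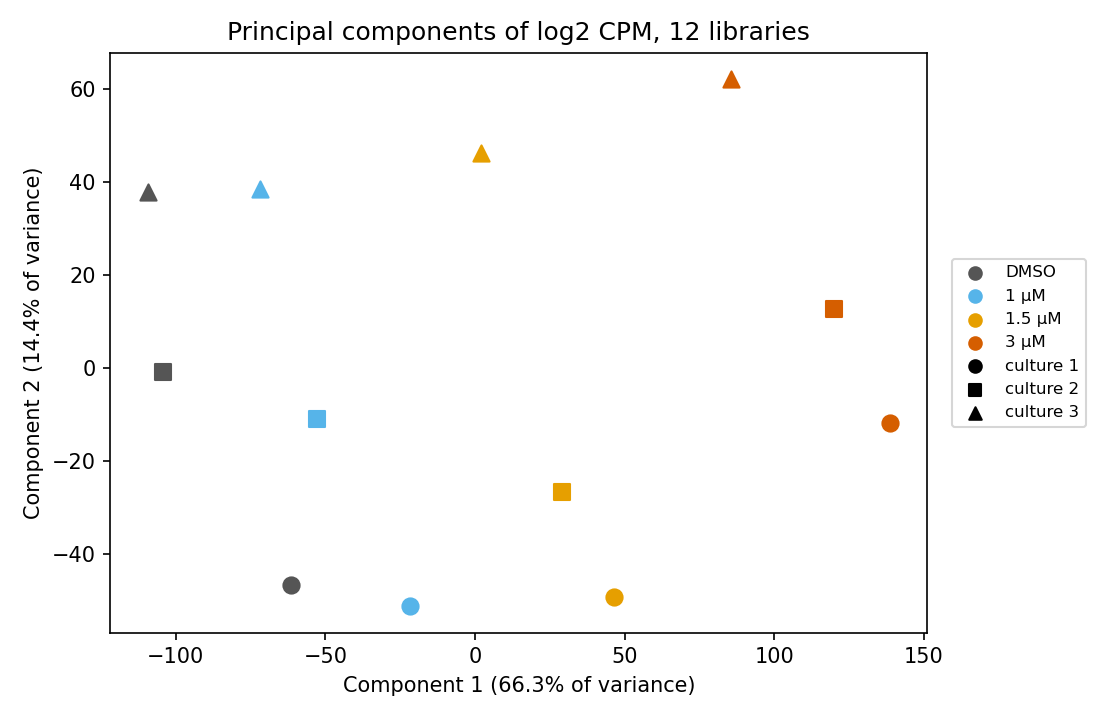
Each point is a library, placed by its scores on the first component (horizontal) and the second component (vertical) of log2 CPM, with colour for the dose and shape for the culture. Dose runs along the first component with 66.3% of the variance, and culture 3 lies at the top of the second component with 14.4%.

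The WNT feedback targets were examined first, as a check of the treatment labels. Axin2 (ENSMUSG00000000142, chromosome 11, 108920349 to 108950783) rose with each dose, from 2.75 ± 0.491 CPM in DMSO to 10.9 ± 7.51 at 1 µM, 28.6 ± 17.9 at 1.5 µM and 83.9 ± 42.3 at 3 µM (SD, n = 3). Its log2 fold changes against DMSO were 1.98 ± 0.594 (SE, adjusted p = 0.222), 3.37 ± 0.613 (adjusted p = 0.00355) and 4.92 ± 0.648 (adjusted p = 0.000147) in edgeR's quasi-likelihood test. The 1 µM increase passed the threshold with the replicate block (adjusted p = 0.00887) and in DESeq2 (0.0188). Lgr5 (ENSMUSG00000020140, chromosome 10, 115450311 to 115587780) moved the other way in every culture, from 187.4 ± 39.6 CPM in DMSO to 94.8 ± 17.4, 42.2 ± 16.1 and 0.288 ± 0.168 CPM at 1, 1.5 and 3 µM. At 3 µM its 3 libraries held 6, 4 and 2 counts. Its log2 fold changes were −0.98 ± 0.275 (adjusted p = 0.184, with the block 0.0387, in DESeq2 0.0286), −2.15 ± 0.285 (adjusted p = 0.000827) and −9.34 ± 0.445 (adjusted p = 8.92e-07). Axin2 and Lgr5 overlap genes on the opposite strand (Gm11670 and A930009A15Rik), as do Nkd2, Notum, Rnf43, Tcf7, Lef1 and Tnfrsf19 of the same list. Since whether counting used the strand is not stated, some of their counts are uncertain.

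Of the 15 WNT targets, 13 could be tested. Over all genes 0 were called at 1 µM, 6 at 1.5 µM (5 higher, 1 lower) and 7 at 3 µM (5 higher, 2 lower). Adjusted over the list alone, the counts were 3, 6 and 7, and the replicate block gave 3, 7 and 9 over all genes. Without replicate 1 at 1.5 µM, or without DMSO replicate 2, the count at 1.5 µM was 3. Tcf7, Znrf3, Rnf43 and Tnfrsf19 were higher at 3 µM, with log2 fold changes of 2.62, 1.27, 0.81 and 4.27 and adjusted p-values of 0.000161, 0.000146, 0.0151 and 0.000803 (edgeR). The call of Rnf43 at 3 µM was lost without replicate 1 at 3 µM (adjusted p = 0.0672), without DMSO replicate 2 (adjusted p = 0.0629) or with library size only (adjusted p = 0.0619). At 1.5 µM Rnf43, Znrf3 and Tcf7 had log2 fold changes of 0.94, 0.69 and 1.33 with adjusted p-values of 0.0169, 0.0136 and 0.0163. All 3 of those calls were lost without replicate 1 at 1.5 µM (0.0687, 0.0565 and 0.0636) and without DMSO replicate 2 (0.0795, 0.0597 and 0.0724), and without DMSO replicate 3 those of Znrf3 and Tcf7 were lost (0.0541 and 0.0618). Tcf7 also missed when only the 2 groups were fitted (0.0645). Tnfrsf19 passed at 1.5 µM without DMSO replicate 3 (adjusted p = 0.0219).

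Wif1 rose to 40.6 ± 17.8 CPM at 1.5 µM from 8.21 ± 2.94 in DMSO (log2 fold change 2.29, adjusted p = 0.00362). At 3 µM it was at 16.7 ± 5.33 CPM (log2 fold change 1.01, adjusted p = 0.0551), and passed with the block (adjusted p = 0.0408) or without replicate 3 at 3 µM (0.0330) or at 1.5 µM (0.0219), in DESeq2 (0.0329) or after thinning (0.0473). At 1 µM Wif1 passed with the block and in DESeq2 (log2 fold change 1.69, adjusted p = 0.141, with the block 0.0357, in DESeq2 0.00506). Bambi was slightly lower at 3 µM (log2 fold change −0.42, adjusted p = 0.0313). That call was lost in 4 fits without a library, namely replicate 2 (0.0619) or 3 (0.0599) at 3 µM and DMSO replicate 1 (0.115) or 3 (0.0524). It was also lost with the GC and length correction (0.110), without a filter (0.0529) and with only the 2 groups fitted (0.0598). Nkd1, Lef1 and Apcdd1 passed at no dose, with log2 fold changes at 3 µM of −0.74, 0.64 and −0.63, although Nkd1 at 1.5 µM passed without replicate 3 at 1.5 µM (adjusted p = 0.0470). Nkd2 (log2 fold change at 1.5 µM 1.00, adjusted p = 0.115) passed there with the block (0.0352) and, at 1.5 and 3 µM, without DMSO replicate 1 (0.0350 and 0.0423). With the block and the GC and length correction it passed at 3 µM as well (0.0350). Notum had at most 18 counts in any library at 3 µM and passed there only with the block (log2 fold change 2.14, adjusted p = 0.103, with the block 0.0298).

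**Figure D2:**
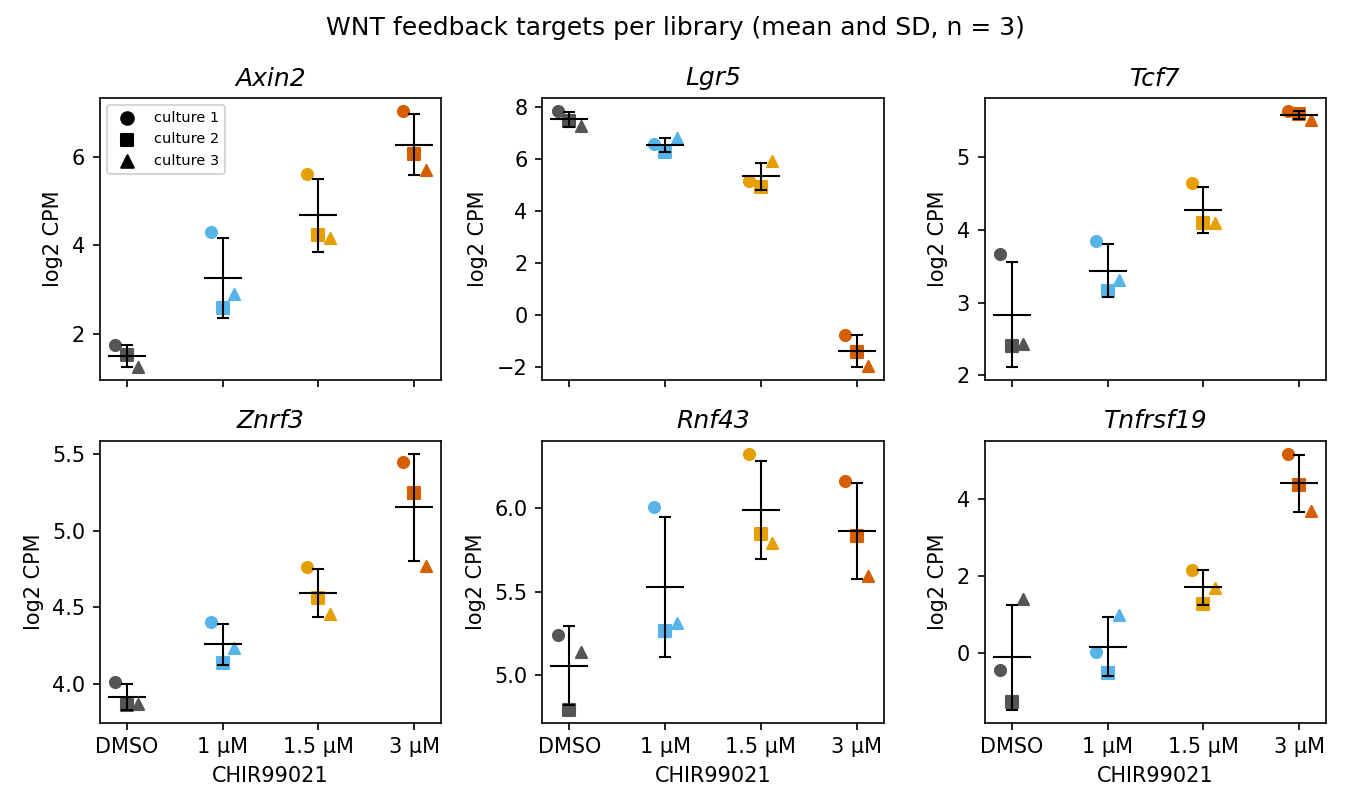
Log2 CPM (vertical) of 6 WNT feedback targets in each library by dose (horizontal), with shape for the culture and black bars for the mean and SD of 3 libraries. Axin2 rises and Lgr5 falls from each dose to the next, with log2 fold changes against DMSO of 4.92 and −9.34 at 3 µM.

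At 1 µM, 37 of 15316 genes were called against DMSO (29 higher, 8 lower), and 1798 genes had an unadjusted p under 0.05. With the replicate block the count was 859 genes (390 higher, 469 lower), which included all 37. All fits of this comparison that left out a library were without the block. The count rested on single libraries: it was 6 and 12 without DMSO replicate 2 and 3, 7, 3 and 22 without replicates 1, 2 and 3 at 1 µM, 21 and 23 without replicates 1 and 2 at 1.5 µM, and 19 and 15 without replicates 1 and 2 at 3 µM. Among genes averaging at least 50 counts, the largest increases were Rptn, Rnf222 and Dsc1. Rptn (ENSMUSG00000041984, chromosome 3, 93393699 to 93399442) rose from 0.0772 ± 0.0911 to 7.71 ± 5.42 CPM (adjusted p = 0.0417). Dsc1 (ENSMUSG00000044322, chromosome 18, 20084703 to 20114773) rose from 0.411 ± 0.328 to 12.0 ± 6.58 CPM (adjusted p = 0.0344). Rnf222 (ENSMUSG00000046490, chromosome 11, 68888553 to 68895777) had at most 1 count in each DMSO library and was at least 2.87-fold higher (adjusted p = 0.0242). Of the 12 fits without a library, the call was lost in 10 for Rptn, 9 for Dsc1 and 5 for Rnf222, with the highest adjusted p (0.203, 0.155 and 0.107) without DMSO replicate 2. Thinning (0.0562, 0.0512 and 0.0766) and fitting only the 2 groups (0.257, 0.254 and 0.254) also lost all 3 calls, and no filter lost those of Rptn (0.127) and Dsc1 (0.121).

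The largest decreases at 1 µM were tighter between cultures. Fcgbp (ENSMUSG00000047730, chromosome 7, 28071236 to 28120862) fell from 210.7 ± 8.46 to 47.2 ± 9.45 CPM (log2 fold change −2.16 ± 0.206, adjusted p = 0.00358). Slc1a2 (ENSMUSG00000005089, chromosome 2, 102658659 to 102790784) fell from 29.4 ± 2.47 to 8.91 ± 0.776 CPM (log2 fold change −1.72 ± 0.232, adjusted p = 0.0200). Hey2 (ENSMUSG00000019789, chromosome 10, 30832359 to 30842801) fell from 35.0 ± 2.99 to 13.4 ± 0.749 CPM (log2 fold change −1.39 ± 0.116, adjusted p = 0.00179). Hey2 was called in all 12 fits that left out a library. With only the 2 groups fitted, Fcgbp, Slc1a2 and Hey2 each had an adjusted p of 0.0554. Fcgbp missed the threshold without replicate 2 at 1 µM (adjusted p = 0.0502), and Slc1a2 missed it in 5 such fits, up to 0.117 without replicate 1 at 1 µM. Slc1a2 and Rptn overlap Gm13872 and Gm37245 on the opposite strand, and Rptn overlaps Gm37857 on its own.

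At 1.5 µM, 4177 genes were called against DMSO (2364 higher, 1813 lower), and 7147 with the block (3420 higher, 3727 lower). Without DMSO replicate 2 the count was 2462 and without replicate 1 at 1.5 µM it was 2576. Hrnr (ENSMUSG00000041991, chromosome 3, 93319749 to 93333570) had 0 counts in all DMSO libraries and 41.2 ± 32.3 CPM at 1.5 µM, at least 135-fold higher (adjusted p = 0.00655). Flg2 (ENSMUSG00000049133, chromosome 3, 93200210 to 93220793) also had 0 counts in DMSO and was at least 52.8-fold higher (adjusted p = 0.00320). Krt1 (ENSMUSG00000046834, chromosome 15, 101845428 to 101850786) rose from 0.645 ± 0.484 to 1014 ± 608 CPM (log2 fold change 10.48 ± 1.76, adjusted p = 0.00245). Cyp4x1 (ENSMUSG00000047155, chromosome 4, 115106323 to 115134281), which overlaps Cyp4x1os on the other strand, had 1 or 2 counts in each library at 1.5 µM and was at least 60.7-fold lower (adjusted p = 0.000754). Fcgbp fell further, to 7.08 ± 0.520 CPM (log2 fold change −4.89, adjusted p = 7.59e-06). Pkib (ENSMUSG00000019876, chromosome 10, 57631981 to 57741112) fell from 61.0 ± 45.0 to 2.05 ± 1.22 CPM (log2 fold change −4.88, adjusted p = 0.00313).

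At 3 µM, 8814 genes were called (57.5% of those tested), 4575 higher and 4239 lower, and 4809 of them changed by more than 2-fold. No single library moved this count by more than 1.5 times, with a range from 7500 to 9391 over the 12 fits, whereas leaving culture 2 out of all 4 groups gave 4769. The balance of directions depended on the scaling. With library size only, the median log2 fold change of all tested genes was −0.23, against −0.03 with TMM, and 3395 genes were higher and 5404 lower. Changes are given relative to the TMM scale.

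The 5 largest increases at 3 µM were of genes with 0 counts in all DMSO libraries. Sprr2d (ENSMUSG00000042212, chromosome 3, 92339140 to 92340873) reached 305.7 ± 117.6 CPM, at least 1004-fold higher (adjusted p = 8.09e-06). S100a9 (ENSMUSG00000056071, chromosome 3, 90692632 to 90695721) reached 163.6 ± 38.4 CPM, at least 537-fold higher (adjusted p = 4.52e-06). Hrnr reached 142.5 ± 39.6 CPM, at least 468-fold higher (adjusted p = 0.000996). Sprr2i (ENSMUSG00000042157, chromosome 3, 92407991 to 92409271) and Sprr2e (ENSMUSG00000055030, chromosome 3, 92352143 to 92353449) were at least 249.9-fold and 199-fold higher (adjusted p = 6.64e-05 and 0.00014). The Sprr2 genes are close paralogs, as are members of the S100a, keratin and filaggrin-like (Hrnr, Rptn, Flg2) families, and how reads shared between paralogs were counted is not stated, so values of single members are uncertain. The bound of Sprr2e rests mainly on replicate 3 at 3 µM, at 127.9 CPM against 26.9 and 27.1 CPM in replicates 1 and 2. Hrnr overlaps Gm37245 on the opposite strand.

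The 5 largest decreases at 3 µM were of genes with 0 counts in all 3 µM libraries. Rasgef1c (ENSMUSG00000020374, chromosome 11, 49901835 to 49980994) had 749 to 3137 counts per DMSO library (87.3 ± 47.5 CPM) and was at least 371-fold lower (adjusted p = 8.52e-05). Ncan (ENSMUSG00000002341, chromosome 8, 70093085 to 70120873) was at least 85.6-fold lower, Cyp26a1 (ENSMUSG00000024987, chromosome 19, 37697808 to 37701528) 73.7-fold, Fam180a (ENSMUSG00000047420, chromosome 6, 35312746 to 35326141) 42.0-fold and Itgbl1 (ENSMUSG00000032925, chromosome 14, 123659971 to 123975618) 30.5-fold, with adjusted p-values from 6.96e-05 to 0.00229 (edgeR). The bound of Itgbl1 rests mainly on DMSO replicate 3, at 16.9 CPM against 1.87 and 2.74 CPM in replicates 1 and 2. Itgbl1 overlaps Gm9308 on the opposite strand and Gm25272 on its own, and Ncan overlaps Mir7066. Their order was set by fitted fold changes, which depend on the prior count where a group is at 0.

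Between doses, 831 genes differed between 1.5 and 1 µM (679 higher, 152 lower), 4544 between 3 and 1.5 µM (2601 higher, 1943 lower) and 7968 between 3 and 1 µM (4260 higher, 3708 lower). With the block the first 2 counts were 3351 (1737 higher, 1614 lower) and 7149. The count for 1.5 against 1 µM was 204, 135 and 232 without replicates 1, 2 and 3 at 1 µM, 174, 229 and 521 without those at 1.5 µM, and 1508 without replicate 3 at 3 µM. The count for 3 against 1.5 µM was 2983 without replicate 2 at 1.5 µM and 2962 without replicate 2 at 3 µM. With library size only, 3 against 1.5 µM gave 1050 higher and 3860 lower genes around a median of −0.28, and 3 against 1 µM gave 2649 higher and 5534 lower around −0.30. By the rule for named genes, Sprr2i, Krt84 (ENSMUSG00000044294, chromosome 15, 101525026 to 101532820) and Sprr2f (ENSMUSG00000050635, chromosome 3, 92365187 to 92366442) rose most from 1 to 3 µM, at least 447-fold, 154-fold and 144-fold. Krt84 was uneven between cultures, with 17 to 654 counts per 3 µM library. Rasgef1c, Cyp26a1 and Ncan fell most, at least 144-fold, 53.3-fold and 40.6-fold.

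**Figure D3:**
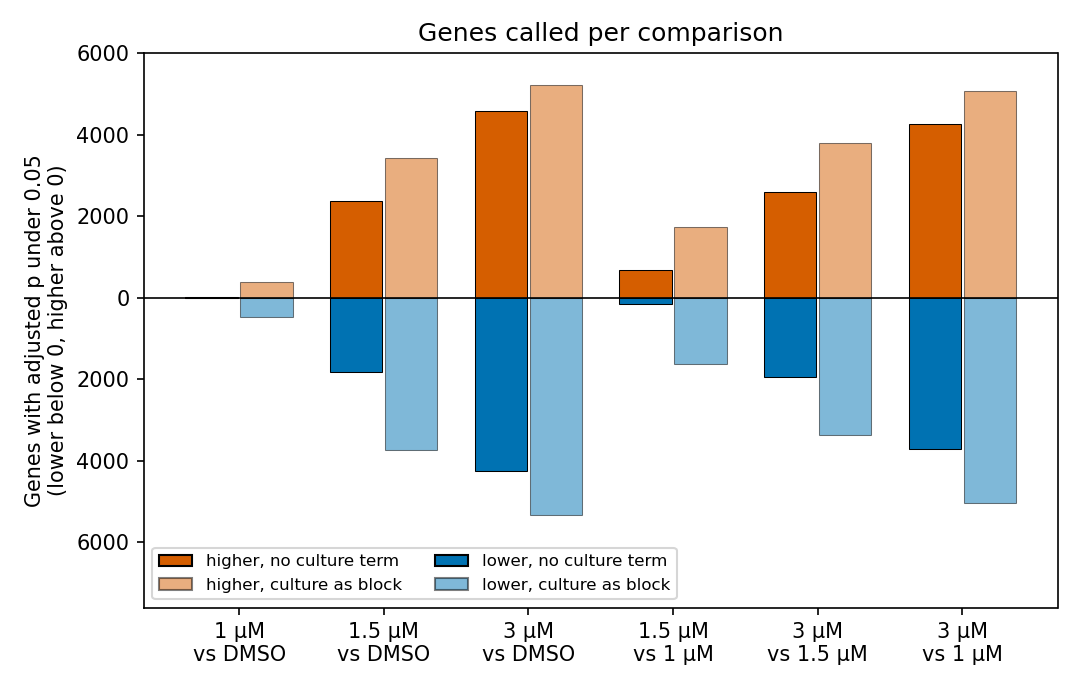
Number of genes with an adjusted p under the threshold (vertical, higher above and lower below the 0 line) for the 6 comparisons (horizontal), without a culture term (solid) and with culture as a block (pale). The 3 µM comparison with DMSO has 8814 calls without the block and 10559 with it, and the 1 µM comparison has 37 and 859.

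All 37 genes called at 1 µM were also called at 1.5 and 3 µM, each in a single direction, where independent draws of as many genes would share 5.81. Simulated unchanged groups set against the same DMSO libraries shared 0. In each fit without a library that moved the 1 µM count by more than 1.5 times, the shared set had as many genes as that count, down to 3 without replicate 2 at 1 µM, and with the block it had 789, of which 772 kept a direction. The 1.5 and 3 µM comparisons shared 3793 genes, where independent draws of as many genes would share 2404. The shared count was 6351 with the block, 2302 without DMSO replicate 2 and 2440 without replicate 1 at 1.5 µM. Independent draws ignore that the comparisons share the DMSO libraries. The simulated tables shared at most 1, but unchanged groups have few calls to share by construction, so they cannot test either overlap. Of the 3793, 3778 had the same direction and 3324 had both the same direction and a larger change at 3 µM. Across genes, which are not independent replicates, log2 fold changes correlated at 0.886 between 1 and 1.5 µM, 0.711 between 1 and 3 µM and 0.885 between 1.5 and 3 µM, against means of 0.505, 0.505 and 0.502 for unchanged groups with shared controls.

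A slope per µM over all 12 libraries was called for 8908 genes (4624 rising, 4284 falling). With library size only the split was 3233 rising and 5157 falling. Leaving out culture 2 gave 5778 genes, and no single library moved the count by more than 1.5 times.

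Camera called 8 of the 24 tests of gene lists. The squamous differentiation list was higher at every dose, with median log2 fold changes of 4.38, 7.74 and 8.74 and adjusted p-values of 2.65e-16, 5.22e-11 and 1.98e-07. All 12 of its genes were higher at each dose, and every treated library lay above every DMSO library in the list's median. With Flg and Loricrin, which were at the floor in DMSO, set at their bounds, the medians were 3.95, 7.57 and 8.54. Within each culture the smallest rise of the list's median over its own DMSO library was 3.29, in replicate 3 at 1 µM. Several of these genes, such as Krt6a and Krt16, have close paralogs.

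The proliferation list was higher at 1.5 µM (median log2 fold change 1.82, adjusted p = 4.90e-08) and at 3 µM (2.35, adjusted p = 2.60e-06) with all 14 genes called at both. At 1 µM its median was 0.18 (adjusted p = 0.242), and without replicate 3 at 3 µM that test passed (median 0.16, adjusted p = 0.0347). Without DMSO replicate 3 the 1 µM median was 0.07. Between 1 and 1.5 µM the list rose by a median of 1.62, with an adjusted p of 1.77e-12 in camera, 0.00788 in fry and 0.368 with an estimated correlation, over 16 tests between neighbouring doses added after the first results were seen. Of these 16, camera called 6, the proliferation, squamous and immune lists from 1 to 1.5 µM (squamous 3.33, immune −1.44) and from 1.5 to 3 µM (0.67, 1.33 and −2.27), and fry left 2 of the 6, the proliferation and squamous lists at the lower step. Fry also called the hormone-sensing and milk lists from 1.5 to 3 µM (adjusted p = 0.0230 and 0.0433), which camera did not. With the block camera also called the fibroblast list at both steps (medians −1.25 and −1.29, adjusted p = 0.101 and 0.217, with the block 5.21e-06 and 0.00314).

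The immune list was lower at 1.5 µM (median −1.67, adjusted p = 0.0230) and at 3 µM (−4.01, adjusted p = 0.00952). The 1.5 µM call was lost without replicate 1 at 1.5 µM (adjusted p = 0.0753), DMSO replicate 2 (0.0551) or DMSO replicate 3 (0.158). At 1 µM the list changed direction with single libraries, with a median of −0.20, 0.55 without replicate 1 at 1 µM, 0.05 and 0.39 without DMSO replicates 2 and 3, −0.45 and −0.74 without replicates 2 and 3 at 1 µM, and −1.09 (adjusted p = 0.0390) without DMSO replicate 1. These fits had no block, so leaving out a library also shifted the mix of cultures in its group. Within each culture the median fell slightly from DMSO to 1 µM. It went from −1.42 to −1.64 in culture 1, from 0.39 to 0.27 in culture 2 and from 1.06 to 0.72 in culture 3. With the block the 1 µM test was still no call (camera, adjusted p = 0.207). The fibroblast list had medians of −0.06, −1.21 and −2.48 at 1, 1.5 and 3 µM and was called only with the block, at 1.5 and 3 µM (adjusted p = 0.000440 for each), or at 3 µM without replicate 3 at 3 µM (median −3.74, adjusted p = 0.0437). Its 1.5 µM median was −2.20 and −0.42 without replicates 3 and 1 at 1.5 µM and −2.09 and −0.56 without DMSO replicates 1 and 3, and its 3 µM median was −1.50 without replicate 1 at 3 µM. At 1 µM it ran from −0.80 without DMSO replicate 1 to 0.77 without replicate 1 at 1 µM, with 0.05 and 0.64 without DMSO replicates 2 and 3 and −0.11 and −0.66 without replicates 2 and 3 at 1 µM. Within cultures the fibroblast median was almost the same in DMSO and at 1 µM. It was −1.60 and −1.63 in culture 1, 0.26 and 0.13 in culture 2 and 1.41 and 1.47 in culture 3. The WNT list was called at 1 µM (median 0.47, adjusted p = 0.0225), not at 1.5 µM (0.93, adjusted p = 0.171) or 3 µM (0.81, adjusted p = 0.316), and the 1 µM call was lost without replicate 1 at 1 µM (adjusted p = 0.0625) and with library size only (adjusted p = 0.0970). Without DMSO replicate 3 the medians at 1 and 1.5 µM were 0.31 and 0.61. Camera compares a list with the other genes, of which many more changed at 1.5 and 3 µM. A missing call there thus does not show a weaker WNT response. Single WNT targets called over all genes numbered 0, 6 and 7 at 1, 1.5 and 3 µM.

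The basal or myoepithelial list was called at no dose by camera, and its members moved in both directions. At 3 µM Krt5, Krt14, Krt17 and Trp63 were higher by 3.42, 3.84, 4.88 and 2.68 (log2), and the other 8 genes were lower, among them Acta2 (−4.55), Myh11 (−5.25) and Oxtr (−7.10). All 12 genes of this list were called at 3 µM. The list's medians were −0.66, −1.99 and −3.65, with −0.25 at 1 µM without replicate 1 at 1 µM. The hormone-sensing list had medians of −0.20, −0.32 and 0.09 and the milk list of −0.07, 0.47 and −0.24, with no camera call, and with library size only the hormone-sensing median at 3 µM and the milk and fibroblast medians at 1 µM changed sign. Single libraries moved these small medians widely. The hormone-sensing median at 3 µM was −0.83, 0.44 and 0.60 without replicates 3, 2 and 1 at 3 µM and −0.61, −0.33 and 1.16 without DMSO replicates 1, 2 and 3. At 1.5 µM it was 0.27 without replicate 1 at 1.5 µM and −0.10 and 0.09 without DMSO replicates 1 and 3. At 1 µM it was −0.31, −0.04 and −0.31 without replicates 1, 2 and 3 at 1 µM and −0.35 and 0.12 without DMSO replicates 2 and 3. The milk median at 1 µM was 0.24, 0.19 and −0.28 without replicates 1, 2 and 3 at 1 µM and −0.30, −0.20 and 0.26 without DMSO replicates 1, 2 and 3. At 1.5 µM it was 0.25 and 0.91 without DMSO replicates 2 and 3, and at 3 µM −0.40 and −0.48 without replicates 1 and 3 at 3 µM and −0.47 without DMSO replicate 2. Of the 8 camera calls, 7 also passed in fry, all but the immune list at 1.5 µM (fry adjusted p = 0.0960, with the block 0.000432), and 0 passed with an estimated inter-gene correlation. Fry alone called 5 more tests, the WNT list at 1.5 µM, the basal list at 1.5 and 3 µM, and the hormone-sensing and milk lists at 3 µM. With the block fry also called the WNT list at 3 µM (adjusted p = 0.173, with the block 0.00136) and the fibroblast list at 1.5 and 3 µM (0.498 and 0.151, with the block 0.00279 and 0.000193).

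**Figure D4:**
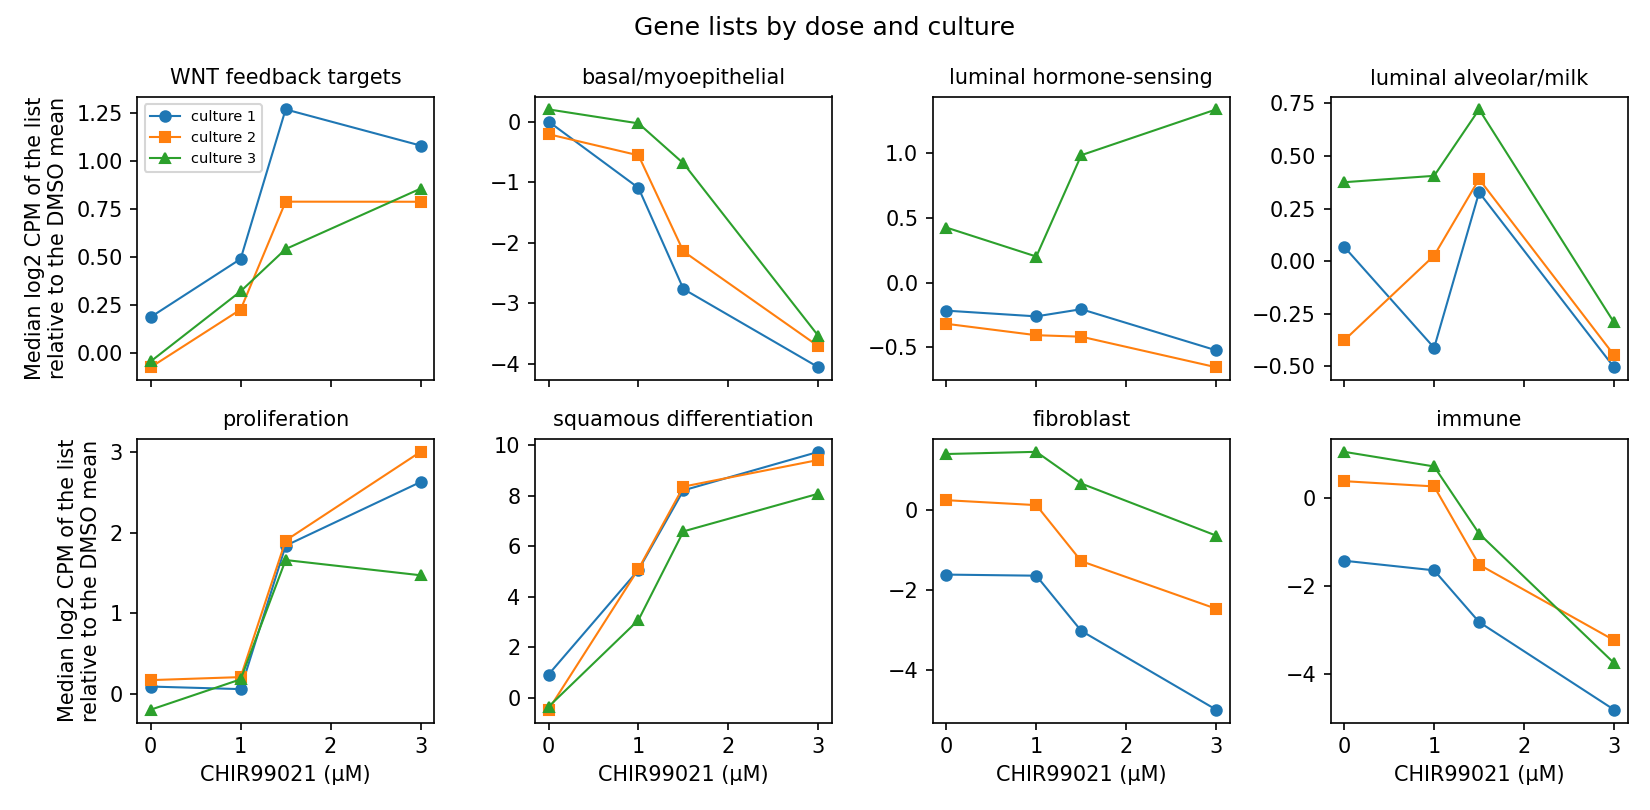
Median log2 CPM of each gene list relative to the mean of the DMSO libraries (vertical) against the CHIR99021 dose in µM (horizontal), with a line per culture. The squamous list rises in all 3 cultures and the proliferation list is near 0 at 1 µM and between 1.66 and 1.90 at 1.5 µM, while the fibroblast and immune lists fall at 1.5 and 3 µM.

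At equal treatment, 4418 genes differed between the 3 cultures. Without replicate 1 at 1 µM the count was 2658, and without replicate 3 at 1 µM it was 2854. Culture 3 differed from culture 1 in 4386 genes and from culture 2 in 2688, and culture 2 from culture 1 in 1262. The genes with the lowest p were Mfap4 (ENSMUSG00000042436, chromosome 11, 61485431 to 61488900), Csf1r (ENSMUSG00000024621, chromosome 18, 61105572 to 61132149) and Fcgr2b (ENSMUSG00000026656, chromosome 1, 170960558 to 170976547), each with an adjusted p of 9.19e-06 in edgeR. Averaged over 4 treatments, Mfap4 was at 1.65, 4.88 and 38.4 CPM in cultures 1, 2 and 3, Csf1r at 4.68, 21.2 and 29.9 CPM, and Fcgr2b at 2.50, 13.2 and 48.5 CPM. All 3 overlap other genes on the opposite strand (Mapk7, Hmgxb3 and Gm38204). The slope over dose differed between cultures in 0 genes, with 1230 at an unadjusted p under 0.05. Angptl2, Vamp1 and Endod1 had the lowest p, each with an adjusted p of 0.156. On simulated data this slope test found 22.8% of changed genes, and the culture test 71.1%. Those data had no culture effect and the spread of the model without the block, and the simulated changes differed between the tests. They therefore do not measure the power of the slope test here, and its 0 calls do not show equal slopes.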

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

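Alternatives were listed before the data were examined, except the GC and length correction, thinning, and gene lists without TMM, which were added afterwards. With 3 libraries per group, the count of genes called was least stable for 1 µM against DMSO and for 1.5 against 1 µM.

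The replicate block, which fits the pairing by animal, gave 859, 7147, 3351 and 7149 genes for 1 µM against DMSO, 1.5 µM against DMSO, 1.5 against 1 µM and 3 against 1.5 µM. With the GC and length correction added to the replicate block the counts were 959, 7119, 3264 and 7249. The block gave 3 WNT targets at 1 µM, 6351 genes shared by 1.5 and 3 µM and 789 shared by all doses. The common coefficient of variation was 0.305 without it and 0.156 with it.

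DESeq2 gave 472 genes at 1 µM (485 with independent filtering), 1634 for 1.5 against 1 µM (1646) and 3 WNT targets at 1 µM. On simulated counts DESeq2 made 51 false calls and edgeR 11 in the comparison of 3 µM with DMSO. The cause of the difference on the real counts was not tested. Without a filter on low counts, 1.5 against 1 µM gave 494 genes and the slope test gave 2 in place of 0, with 25210 genes tested. With at least 10 counts in every library, 12225 genes were tested and 18 were called at 1 µM, all of them shared by the 3 doses. Fitting only the 6 libraries compared gave 0 genes at 1 µM and 2852 for 3 against 1.5 µM, with fewer libraries to estimate the spread. An estimated inter-gene correlation left 0 of the 8 list calls. RLE size factors, library size only, GC and length correction without the block, thinning, and the other dose scales kept the total of every count for which they were run within 1.5 times of its value. Thinning and the GC and length correction were run for the 6 comparisons between groups only. With library size only the split into higher and lower genes moved further, from 2601 and 1943 to 1050 and 3860 for 3 against 1.5 µM and from 4260 and 3708 to 2649 and 5534 for 3 against 1 µM.

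Directions reversed only among results that were no call in edgeR or camera with all libraries, although the hormone-sensing list at 3 µM passed in fry (adjusted p = 0.00212). With library size only, the medians of the milk and fibroblast lists at 1 µM were 0.0023 and 0.014, and that of the hormone-sensing list at 3 µM was −0.080. A prior count of 0.5 moved the milk list at 1 µM to 0.138, and thinning moved Nkd1 at 1 µM to −0.0053. Of 67 results for named genes, library size only lost 1 call, the absence of a filter 3 and the GC and length correction 1, while DESeq2 added 4 and the replicate block 6 (7 with the GC and length correction). Thinning lost 3 and added 1 of 63, and fitting 2 groups alone lost 8 of 64. Of 24 list tests, library size only lost 1 call, and fry lost 1 and added 5. Leaving out culture 1, 2 or 3 lost 13, 22 and 2 calls of named genes and added 2, 0 and 3. These were of 67, 64 and 67 results. RLE size factors changed none of the 67. The cause was not tested for these.

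Over the fits that each left out a library or a culture, the counts ran from 0 to 119 for 1 µM against DMSO, from 457 to 5085 for 1.5 µM, from 4769 to 9391 for 3 µM, from 0 to 1508 for 1.5 against 1 µM, from 345 to 5682 for 3 against 1.5 µM and from 3583 to 8697 for 3 against 1 µM. They ran from 5778 to 9062 for the dose trend, from 2658 to 5860 for the culture difference, from 2302 to 4493 for genes shared by 1.5 and 3 µM, from 3 to 49 for genes shared by all doses and from 3 to 7 for WNT targets at 1.5 µM. The lowest counts for each dose against DMSO came without culture 2, which lies between cultures 1 and 3 on the second component. The fits of the comparisons between groups and of the dose trend had no block.

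Log2 fold changes that crossed 0 in these fits ran from −0.49 to 0.35 for Nkd1, from −0.67 to 1.14 for Tnfrsf19 and from −0.60 to 0.15 for Apcdd1 at 1 µM, and from −0.54 to 0.11 for Apcdd1 at 1.5 µM. List medians that crossed 0 ran from −0.35 to 0.12, from −0.38 to 0.27 and from −0.83 to 1.16 for the hormone-sensing list at 1, 1.5 and 3 µM, and at 1 µM from −0.30 to 0.26 for the milk list, from −0.80 to 0.77 for the fibroblast list and from −1.09 to 0.55 for the immune list. None of these results was a call in edgeR or camera with all libraries. The fits had no block, so leaving out a library also shifted the mix of cultures in its group.

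Depth limits results for genes near the floor: Lgr5 at 3 µM rests on 2 to 6 counts per library, and genes at 0 give bounds only. Thinning all libraries to 10.1 M counts gave 8245 genes at 3 µM, of which 8001 were among the 8814.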

Other observations

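The tests of other splits of the libraries, of stromal carry-over, of a lower epithelial share and of dilution of the fibroblast genes were set down before their results, and all other tests below were chosen only after the result was seen. The fibroblast, macrophage, endothelial and epithelial lists were written after the fixed lists had been seen by culture. The 6 contractile and 4 basal genes were drawn from the fixed basal list with its values known.

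For each of the 6 comparisons between groups, 1 of the 10 splits of the 6 libraries gave as many genes as the real one, which is the real split itself. The others gave 0 genes, both in the 3 that part every pair of libraries from a culture, as the real split does, and in those that keep pairs together. With 10 splits the share cannot fall under 0.1, so the share itself cannot decide. The counts argue against chance splits for 1.5 and 3 µM against DMSO, with 4177 and 8814 genes against 0 in every other split. The same holds for 3 against 1.5 µM and 3 against 1 µM, with 4544 and 7968 against 0. For 1 µM against DMSO (37) and 1.5 against 1 µM (831) this is left open, since single libraries moved these counts widely. Those fits and the splits had no block. With the block 859 and 3351 genes were called, which include all 37 and all 831. Leaving out culture 2, also without the block, lowered the counts for 1.5 µM against DMSO and 3 against 1.5 µM to 457 and 345. Of 80 distinct assignments of the doses, 1 gave as many genes as the dose trend, and the highest of the others gave 411. Of 80 regroupings of the cultures within treatments, 1 gave as many genes as the culture difference, and the highest of the others gave 1482. For the slope difference 0 genes were observed (1230 at an unadjusted p under 0.05), so all 80 regroupings had to give at least as many, and this count tests nothing.

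The number of called genes rose with dose from 37 to 4177 to 8814. Depth does not account for it, since thinned libraries gave 30, 3832 and 8245. GC content and gene length do not account for it either, since that correction without the block gave 43, 4192 and 8815. The block with that correction gave 959, 7119 and 10597. The larger counts with the block are consistent with deviations shared by the libraries of an animal, whose lowest correlation over 18 pairs was 0.177.

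The squamous list rose at every dose. Its lowest median over the doses was 4.38 in the blocked fit with GC and length correction and 4.45 without TMM, so neither trend accounts for it. Keratinocytes carried over in a constant share would be present in the DMSO library of the same culture, yet the smallest median rise over that library was 3.29. A change in cell state, growth of a few keratinocyte-like cells under treatment, or both remain open, since bulk counts do not separate them. The design's biological explanation, the dose of the GSK3 inhibitor, may account for the rise as a hypothesis.

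The fixed squamous list was lower in culture 3 than the mean of cultures 1 and 2 at every dose, by a median of −1.38 over the 3 doses, against −0.27 for 12 added epithelial genes. Krt1 was at 269.8 CPM in culture 3 at 3 µM and at 6743 and 5016 CPM in cultures 1 and 2. In DMSO the same difference was −0.54 for the list and −0.23 for the epithelial genes, but there culture 3 was below culture 1 only. The list's medians relative to the mean of the DMSO libraries were 0.92, −0.48 and −0.36 in cultures 1, 2 and 3 in DMSO, 5.06, 5.09 and 3.08 at 1 µM, 8.21, 8.35 and 6.58 at 1.5 µM and 9.73, 9.41 and 8.07 at 3 µM. Named genes outside the list differed by gene and by dose. At 3 µM Hrnr was at 99.4 CPM in culture 3 and at 177 and 151 CPM in cultures 1 and 2, and Rptn at 478 against 693 and 811, with Flg2 and Krt84 also lower in culture 3. Sprr2d was at 438 against 267 and 212 CPM, Sprr2i at 140.2 against 40.1 and 48.0, Sprr2e at 128 against 26.9 and 27.1, and S100a9 at 197 against 121 and 173, with Sprr2f and Rnf222 also higher. At 1 µM Sprr2d and S100a9 were instead lower in culture 3, at 0.170 against 0.812 and 0.682 CPM and at 0.114 against 0.762 and 0.487 CPM. Dilution by stromal RNA would lower both sets alike. The medians differed by −1.11 (permutation test over genes, 100000 permutations, two-sided p = 0.00021; genes are not independent replicates). The animal and the yield of its culture remain open, with 1 culture for each, and the slope test called 0 genes.

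The genes that separate the cultures include Csf1r and Mfap4, which are abundant in macrophages and fibroblasts. Of 20 added fibroblast and macrophage genes, 18 were higher in culture 3 than in culture 1 in all 4 treatments, which is consistent with stromal cells carried over in different amounts. Epithelial cells can express some of these genes too, and how many was not tested. Csf1r was both in the added macrophage list and among the genes found first. A lower epithelial share alone would raise all stromal markers alike. The fibroblast median (2.80) and the median of 8 endothelial genes (1.49) instead differed by 1.31 (permutation test over genes, two-sided p = 0.00074), with quartiles of 1.98 to 2.93 and 1.13 to 1.75. The macrophage median was 2.52. The most abundant gene of the fibroblast list averaged 10.26 log2 CPM, and those of the macrophage and endothelial lists 4.94 and 5.67. Whether the animals themselves differed was not tested.

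Fibroblast and immune transcripts fell at 3 µM. If epithelial RNA had only diluted a constant stroma, and only stroma expressed them, the 12 added fibroblast genes would fall by a common factor. In the blocked fit they ranged from −3.89 to −1.54 with a median standard error of 0.271, and their heterogeneity was 8.20 per degree of freedom. These values argue against dilution as the whole cause only if the 12 genes are expressed in stroma alone. Epithelial cells can express some of them, and how many was not tested. Dilution as the whole or a part of the cause is thus not excluded. Fewer stromal cells or changed expression in them remain open.

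Lgr5 fell by 9.34 on the log2 scale while Axin2 rose, although both are WNT feedback targets. Library scaling does not account for this, since without TMM the changes were −9.55 and 4.71. Lgr5 fell together with 6 contractile genes, whose median was −4.92. Lgr5 fell by more than each of these 6 genes, the largest of which was Oxtr at −7.10. Loss of the cells that carry both and repression within cells cannot be told apart, since other cells may express contractile genes and hold their level up.

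The basal list did not move as a whole at 3 µM. If only basal cells expressed them, a uniform change in the share of basal cells would move the list's genes by a common factor. In the blocked fit 4 genes were instead higher and 8 lower by more than 2 standard errors. Their heterogeneity was 223.9 per degree of freedom. Krt5, Krt14, Krt17 and Trp63 had a median of 3.63 (without TMM 3.41) and the contractile genes one of −4.92 (without TMM −5.12). These subsets were chosen for the pattern, so their medians do not test whether the list splits. A comparison of these subsets and the heterogeneity without TMM were both dropped as unable to decide. Library scaling shifts all genes of a library by a common factor, so it cannot move the genes of a list apart. Both medians also kept their sign without TMM, which argues against scaling as the source of the split in these genes. A hypothesis is that basal cells may lose the contractile programme and keep or gain the keratin programme. Some of Krt5, Krt14 and Krt17 may instead come from keratinocyte-like cells. Other cells may also express contractile genes, so a part of their fall may lie outside basal cells. The contractile median was higher in culture 3 than in culture 1 by 0.81, 1.55 and 1.68 in DMSO and at 1 and 1.5 µM. At 3 µM the difference was −0.10. The data do not decide between these.

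The proliferation list was not called at 1 µM and was higher at 1.5 than at 1 µM in every culture. Replicate error does not account for the step between these doses in fry (adjusted p = 0.00788). The adjusted p was 1.77e-12 in camera and 0.368 with an estimated inter-gene correlation, a setting in which no list passed at any dose, and fry was chosen after all 3 values were seen. The list's median in culture 3 was 1.66 at 1.5 µM and 1.47 at 3 µM, while it rose from 1.84 to 2.63 in culture 1 and from 1.90 to 3.00 in culture 2. Whether this difference between cultures is real was not tested for the list, and there is 1 library for each culture and dose. The slope test over single genes called 0 genes. It found 22.8% of changed genes on simulated data without culture effects, so its power here is not known and it does not decide this.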
